A study of Drosophila melanogaster with 8 samples. Its data were reported in "Photoperiod-Dependent Expression of MicroRNA in Drosophila" (2022).

How the data were processed

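Total RNA of the heads of Canton S females was measured on 8 Affymetrix Drosophila arrays, 4 of diapause and 4 of non-diapause flies, as described in the labels. The females were taken within 8 h of eclosion and held for 12 days at 12.5 °C in 14 h light and 10 h dark. Biotin-labelled cRNA made from 6 µg of total RNA was hybridised in 1 colour. Groups and replicate numbers were taken from the sample titles.

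The authors deposited log2 expression values, 1 per probe set and array, which per the submitters' processing notes were made with GCRMA, a method that corrects background from probe sequence, normalizes arrays by quantiles and summarises the probes of a probe set. The version of GCRMA is not given in the sources used here. GCRMA sets probe sets without signal to nearly the same value, so that 6410 of the tested probe sets lay within 0.01 of the floor of 2.16 on every array. Values there have no order. Near the top of the scale, differences are compressed. No other normalization or filter was applied to the deposited log2 values. The highest value was 15.7.

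Genes were named through the platform annotation given with the array, and symbols were checked by Entrez identifier against a reference table of Drosophila genes (Release 6), used for names only. Of the tested probe sets, 13647 had 1 gene symbol, 402 had several and 4720 had none. Of those with 1 symbol, 13544 matched the reference by identifier and 0 symbols had changed. A probe set with several symbols was not assigned to a gene, and 11982 genes had at least 1 probe set. For gene lists, each gene was represented by the probe set with the highest mean over the 8 arrays.

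Diapause and non-diapause arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the default prior, 2-sided) on all 8 arrays, as in the methods of the study, and p-values were adjusted by the Benjamini-Hochberg method over the 18769 probe sets that were not AFFX controls. The threshold was an adjusted p of 0.05. The count at unadjusted p of 0.01, the threshold of the study, was given beside it. The prior of eBayes had 0.327 degrees of freedom, so the spread of a probe set was moderated little.

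For groups of genes, 26 lists were compared with camera in limma at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 26 lists and a threshold of 0.05. Each was repeated with the correlation estimated from the data. The lists covered yolk, fat body and metabolic genes, hormone pathways, the clock, stress and immunity, ribosomal and respiratory genes, markers of ovary, digestive tract, Malpighian tubule, male tissue, muscle, eye, neurons and glia, and the genes named by the study. The 3 prime minus 5 prime signal of the AFFX actin, GAPDH and eIF-4a controls was compared by an exact permutation test over the 35 splits of the arrays.

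The genes to be named were set by rule. In each direction these were the 10 largest differences at adjusted p under 0.05. Open places were filled by the smallest p under 0.01 among genes whose higher group had a mean of at least 5. Then came the 5 largest differences of any p with such a mean. Added were the 3 yolk protein genes, 2 to 4 members per list with the smallest p, and the list of genes named by the study for diapause. That list left out CR17875, which the study also named. This rule, the 26 lists, the tests of the comparison and the alternatives below were chosen before the data were examined, except 2 fits named there. In the closing observations, most tests of explanations for flagged results were chosen after, and the splits of the arrays were set before, as stated there. Genes of single arrays, such as alphaTry, Jon65Aiii and the Hsp genes, were named after their values were seen.

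The limma step was tested on simulated data with the means and spreads of the real probe sets and 100 probe sets changed by each of 2 sizes per round, over 10 rounds. At a change of 0.5 on the log2 scale, 28.6% of changed probe sets passed the adjusted threshold and 62.8% had p under 0.01. At a change of 1 these were 61.5% and 88.2%. A list of 25 genes shifted by 0.3 passed camera in 10 of 10 rounds, with 2 calls of unshifted lists in all rounds together. The simulated genes varied independently of each other, whereas the correlation estimated within the real lists reached 0.68. The 2 calls are therefore no rate of false calls for the real lists. In the other splits of the real arrays, a median of 8 lists passed camera.

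Alternatives were a replicate block, filters on dim probe sets (mean of at least 4, of at least 6, upper part by mean), limma-trend, limma-trend with a robust prior, a second quantile normalization, centring on array medians, array weights, each array left out, control probe sets kept, 1 probe set per gene, and for lists the estimated correlation, fry and the mean of all probe sets of a gene. A fit without diapause 3 and non-diapause 3, and for the fat body and yolk lists the estimated correlation without non-diapause 3, were chosen after seeing the data. A robust prior was not run for lists, since camera has none. Python 3.11.15 and matplotlib 3.10.9 drew the plots. The photoperiod, microRNA and immunoprecipitation experiments of the study were not analysed here.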

Results

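Transcript levels were measured in the heads of Drosophila melanogaster females of the wild-type strain Canton S that had been kept for 12 days at 12.5 °C in a cycle of 14 h light and 10 h dark. This is the critical day length, at which some females of a population enter reproductive diapause, an adult arrest of egg development, while others mature eggs. The females were sorted by the stage of their ovaries into diapause and non-diapause flies, and their heads were hybridised to 1-colour oligonucleotide arrays, 4 arrays per group and 8 in all. The arrays held 18952 probe sets, of which 18769 were tested after 183 control probe sets were left out. Values ran from a floor of 2.16 to 15.7 on the log2 scale. Array medians lay between 2.74 and 2.92, and 6410 of the tested probe sets stayed within 0.01 of the floor on all 8 arrays. Pearson's r between arrays over all probe sets was 0.976 to 0.998, and the array that correlated least with the others was non-diapause 3 (median r = 0.981). The number of arrays limits the precision. Among the 7593 probe sets with a mean of at least 6, the median 95% interval of a group difference reached 0.29 on the log2 scale to either side. All values below are log2 values with SD over 4 arrays per group, and all differences are diapause minus non-diapause. The descriptions of the samples do not say whether the arrays of a group came from separate cultures, so p-values measure the spread between these arrays, which may be technical.

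The first comparison asked which transcripts separate diapausing from non-diapausing heads when light, temperature and age are shared. Most of the differences with a small p were lower in diapause and small in size. Among them were yolk protein genes, a storage protein gene, an odorant-binding protein gene and the gene of an ATP synthase subunit. The largest differences were higher in diapause, led by the carboxypeptidase gene CG8560 and the serine protease genes CG10477 and CG10472, and these varied widely between arrays of the non-diapause group. In limma with Benjamini-Hochberg adjustment, 0 probe sets were higher and 0 were lower at adjusted p under 0.05, and the smallest adjusted p was 0.0743. At unadjusted p under 0.05 there were 563 probe sets, 170 higher and 393 lower, against 600 that chance alone would give among the 12000 probe sets that varied by more than 0.01. At p under 0.01, the threshold stated by the study, there were 144 probe sets, 30 higher and 114 lower, where chance would give 120 of the varying probe sets or 188 of all tested. Higher probe sets were 20.8% of those at p under 0.01. That share was 9.91% after a second quantile normalization, which gave 23 higher and 209 lower, and 6.60% after centring each array on its median, which gave 21 higher and 297 lower. Without non-diapause 2 the higher count was 47, with 2 genes higher at limma adjusted p under 0.05, CG8560 and CG8520, and the lower count was 74 without diapause 2 and 72 without non-diapause 1. Of the 114 lower probe sets, 98 differed by less than 1.5-fold.

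**Figure D1:**
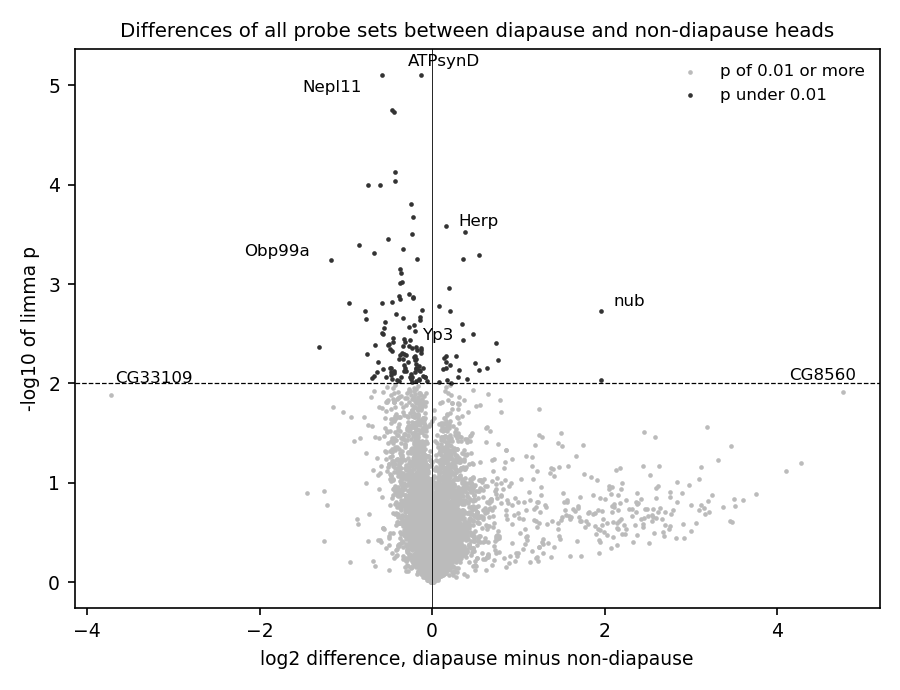
Each point is 1 of the 18769 probe sets. The horizontal axis is the log2 difference, diapause minus non-diapause, the vertical axis is the negative log10 of the unadjusted p from limma, and the dashed line marks the threshold of 0.01. Lower probe sets outnumber higher ones above the line (114 against 30), and the large differences to the right lie mostly below it.

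Among genes lower in diapause heads, the smallest p belonged to ATPsynD, a subunit of the mitochondrial ATP synthase, at 12.56 ± 0.02 in diapause and 12.69 ± 0.01 in non-diapause heads (log2 difference -0.13, limma adjusted p = 0.0743), and to Nepl11, a neprilysin-like peptidase, at 9.74 ± 0.07 and 10.32 ± 0.06 (log2 difference -0.58, limma adjusted p = 0.0743). A second probe set of Nepl11 gave -0.44. The other genes named by smallest p were Nadk2 (-0.43), CG1544 (-0.74), CG7997 (-0.61), the steroid importer gene Oatp74D (-0.25), CG9410 (-0.23), mri (-0.24), CG16756 (-0.51) and Erasp (-0.85), with limma adjusted p from 0.238 to 0.509. The largest lower difference among genes of at least moderate signal was that of CG33109, with a mean of 6.60 in diapause and 10.32 in non-diapause heads. Its difference of -3.72 had a 95% interval of -6.35 to -1.09. CG11741 (-1.44), hll (-1.31), CG13947 (-1.25) and CG13428 (-1.21) followed in size. None of these 15 genes passed the adjusted test.

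Genes higher in diapause were fewer. By smallest p they were Herp, which acts in the stress response of the endoplasmic reticulum (0.16 ± 0.02, SE), the tyrosine decarboxylase gene Tdc1 (0.38 ± 0.05), RluA-1 (0.55 ± 0.08), the receptor tyrosine phosphatase gene Ptp10D (0.36 ± 0.06), the POU-domain factor gene nub (1.96 ± 0.38), CG14411 (0.21 ± 0.04), Drat (0.35 ± 0.07), Rcd2 (0.47 ± 0.10), the UDP-glucose dehydrogenase gene sgl (0.36 ± 0.08) and the homeobox gene NK7.1 (0.74 ± 0.17). The limma adjusted p was 0.445 for Herp and higher for the rest. The probe sets of Ptp10D disagreed, the dimmer at -0.02, and the other probe sets of nub, both near the floor, were at 0. The 5 largest higher differences were those of CG8560, CG10477, CG10472, CG17571 and CG8661, from 4.77 to 3.61. Of these, CG8560 stood at 8.95 ± 0.53 in diapause and 4.18 ± 2.77 in non-diapause heads, and its 95% interval was 1.45 to 8.09. The intervals of the other 4 included 0. Their SD in non-diapause heads was 3.64 to 4.44. In all, 229 probe sets were higher and 9 lower in diapause by at least 1 on the log2 scale, and 4 of these 238 had p under 0.01. Without non-diapause 3 these counts were 110 and 18.

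Yolk protein genes, expressed in the female fat body, formed a list of 3 that fell in diapause heads. Yp1 was 15.62 ± 0.03 in diapause and 15.68 ± 0.03 in non-diapause heads (log2 difference -0.07), Yp2 14.97 ± 0.10 and 15.34 ± 0.15 (-0.37), and Yp3 15.16 ± 0.05 and 15.42 ± 0.10 (-0.26). In limma, 0 of the 3 passed when adjusted over all probe sets and 3 of 3 when adjusted over the list alone. The list passed camera (adjusted p = 4.84e-06, median -0.26), with adjusted p = 0.121 with an estimated correlation. The study named Yp2 and Yp3 on these samples, so these tests are not independent evidence. Yp1, Yp3 and Yp2 ranked 1, 8 and 14 in brightness among the tested probe sets, close to the highest value of 15.7, a range in which array signals are compressed. Genes of secreted and storage proteins of the fat body fell as a list as well: 13 of 15 measured members were lower (median -0.23, camera adjusted p = 1.31e-05; adjusted p = 0.268 with an estimated correlation). The hexamerin gene Lsp2 was 14.76 ± 0.07 in diapause and 15.09 ± 0.08 in non-diapause heads (-0.33), the lipocalin gene GLaz 9.68 ± 0.09 and 10.05 ± 0.08 (-0.37), the lipophorin gene apolpp 14.98 ± 0.06 and 15.08 ± 0.04 (-0.10), and fit, which encodes a female satiety peptide, 13.01 ± 0.48 and 13.85 ± 0.43 (-0.84). Of the 15 members, 0 passed in limma over all probe sets and 2 when adjusted over the list alone.

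**Figure D2:**
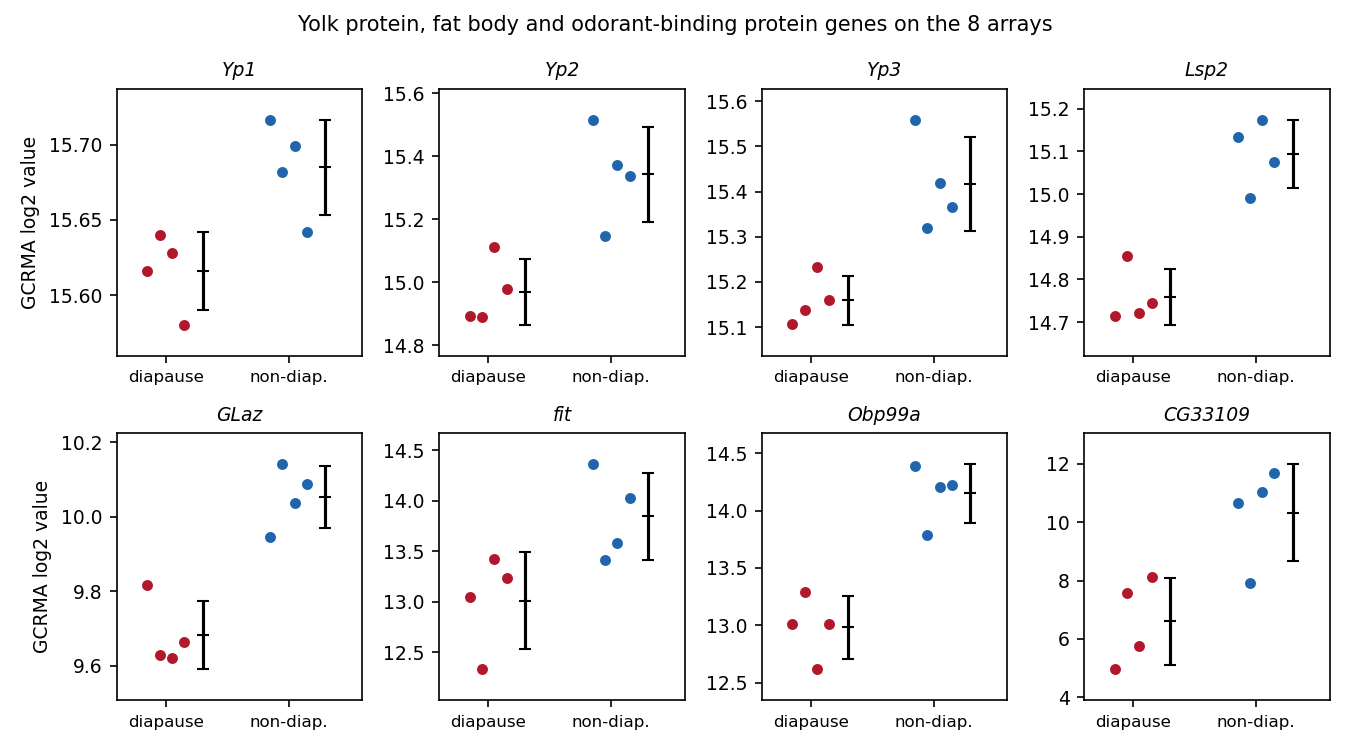
Each panel shows GCRMA log2 values of 1 gene on the 4 diapause (red) and 4 non-diapause (blue) arrays, with the mean and SD as black bars; axes differ between panels and do not start at 0. The groups of Yp2, Yp3, Lsp2, GLaz and Obp99a do not overlap, with differences from -0.26 for Yp3 to -1.17 for Obp99a.

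The genes that the study named for diapause were chosen by p on these samples, so neither their direction nor the tests of this list are independent evidence. All 7 genes of the list that could be matched were lower. Obp99a, an odorant-binding protein gene, was 12.98 ± 0.28 in diapause and 14.15 ± 0.26 in non-diapause heads (log2 difference -1.17, limma adjusted p = 0.510). CG10516 (-0.56), CG3829 (-0.56, with a second probe set at the floor), the receptor kinase gene Egfr (-0.48), Yp2 (-0.37), Yp3 (-0.26) and Cdc2rk (-0.06) followed. Cdc2rk was dim, at 4.56 in diapause and 4.62 in non-diapause heads. In limma 0 of 7 passed over all probe sets and 7 when adjusted over the list alone. The list passed camera with the preset correlation (adjusted p = 6.82e-14) and with an estimated correlation (adjusted p = 0.0341). None of the other 25 lists passed with an estimated correlation. With the preset correlation 6 lists passed as higher and 8 as lower, the latter 4 without non-diapause 2. Genes named by the study for its photoperiod arrays, a separate experiment not analysed here, overlap with this list, so their tests are not independent evidence either. Of the 11 matched, 8 were lower (median -0.21, camera adjusted p = 4.51e-05; adjusted p = 0.165 with an estimated correlation), 0 passed over all probe sets and 5 when adjusted over the list alone, namely Obp99a, CG3829, Yp3, Yp2 and CG10516, all also named for diapause.

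The list of digestive proteases and amylases, markers of midgut, passed camera as higher in diapause (28 of 30 measured members, median 2.02, adjusted p = 1.57e-05; adjusted p = 0.516 with an estimated correlation). The difference of the list as a whole rested on 1 array. The mean of the list was 2.66 on non-diapause 3 and 7.64 to 9.25 on the other 7 arrays. The trypsin gene alphaTry was 2.36 on non-diapause 3 and had a median of 14.01 on the others, and Jon65Aiii 2.32 and 13.49. Without non-diapause 3 the median of the list was 0.15 and camera gave adjusted p = 0.461. Of its members, Jon65Ai (1.96) had the smallest p, followed by Jon65Aii (3.19), yip7 (3.51) and zetaTry (2.67), and 0 of 30 passed in limma over all probe sets or when adjusted over the list alone. Without that array 19 members were higher and 11 lower in diapause. Some members were low on other non-diapause arrays too. On non-diapause 1, 2, 3 and 4, Jon65Aii was 2.94, 7.13, 2.40 and 2.81, and zetaTry 2.29, 8.30, 2.21 and 2.22. On the diapause arrays Jon65Aii was 6.41 to 7.73, and zetaTry 7.45 to 8.23 except 2.30 on diapause 2. By contrast, yip7 was 9.32 to 12.32 on the non-diapause arrays other than non-diapause 3. The study reported proteolysis as a term of these samples and the list was chosen to cover it, so its direction is not independent evidence.

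**Figure D3:**
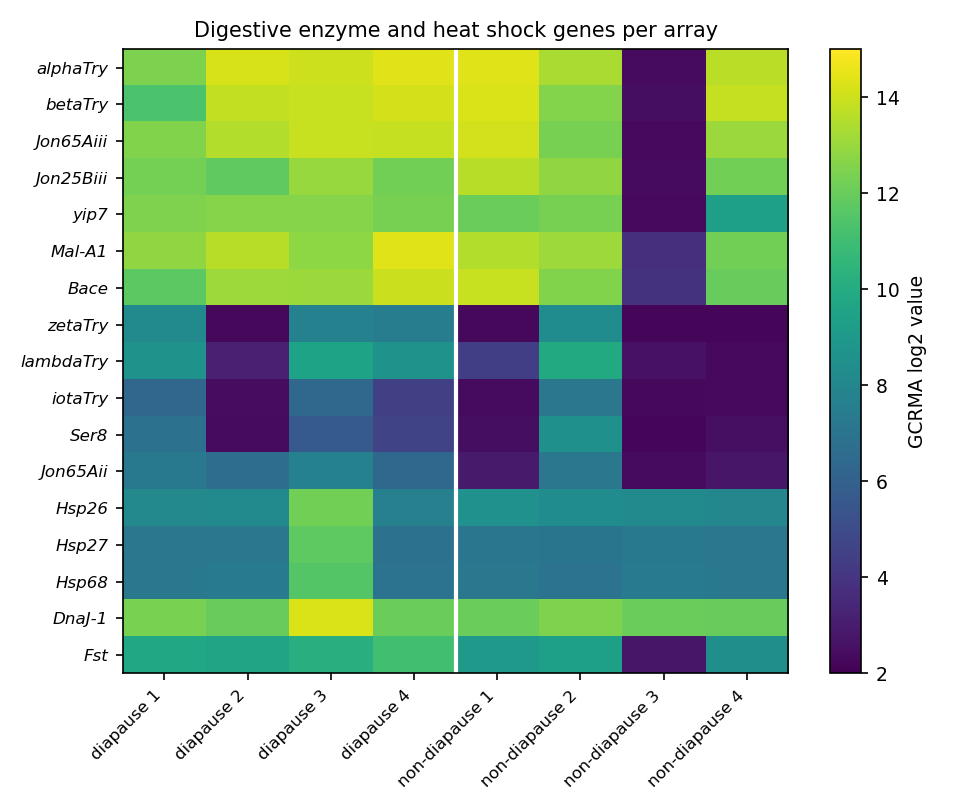
Colour gives the GCRMA log2 value of 12 digestive enzyme genes and 5 heat shock or cold response genes (rows) on each of the 8 arrays (columns; the white line parts the groups). Non-diapause 3 is at 3.90 or less for all 12 digestive genes shown, and diapause 3 is brightest for Hsp26, Hsp27, Hsp68 and DnaJ-1.

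Muscle genes passed camera as higher in diapause heads (22 of 23 measured members, median 0.16, adjusted p = 4.69e-08; adjusted p = 0.268 with an estimated correlation). The paramyosin gene Prm was 12.66 ± 0.13 in diapause and 12.33 ± 0.23 in non-diapause heads (0.34), and Act87E and Mlc1 differed by 0.23 and 0.18. Mlc-c, also in the list, differed by 0.23, but it encodes a cytoplasmic myosin light chain and is no marker of muscle. The list mean was 10.69 on non-diapause 1 and 10.96 to 11.20 on all other arrays. Actin cytoskeleton genes passed camera as higher too (22 of 26, median 0.07, adjusted p = 2.30e-05; adjusted p = 0.121 with an estimated correlation), among them the profilin gene chic (0.19), shot (0.19), the moesin gene Moe (0.18) and the fimbrin gene Fim (0.17). The study reported an actin term from these samples, and this list was chosen to cover it. Neuronal markers (21 of 23, median 0.15, camera adjusted p = 0.00819; adjusted p = 0.782 with an estimated correlation) and glial markers (10 of 13, median 0.08, camera adjusted p = 0.0377; adjusted p = 0.566 with an estimated correlation) passed as higher, with Vmat at 0.45 (-0.02 for another of its probe sets), nSyb at -0.20, Gs2 at 0.10 and Indy at -0.19. Neither call was stable when arrays were left out. The neuronal list gave adjusted p = 0.832 without diapause 2, 0.117 without non-diapause 1 and 0.356 without non-diapause 2. The glial list gave 0.405 without diapause 1, 0.0838 without diapause 3, 0.289 without non-diapause 1 and 0.146 without non-diapause 4. No member of these 4 lists passed in limma over all probe sets or when adjusted over the list alone.

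**Figure D4:**
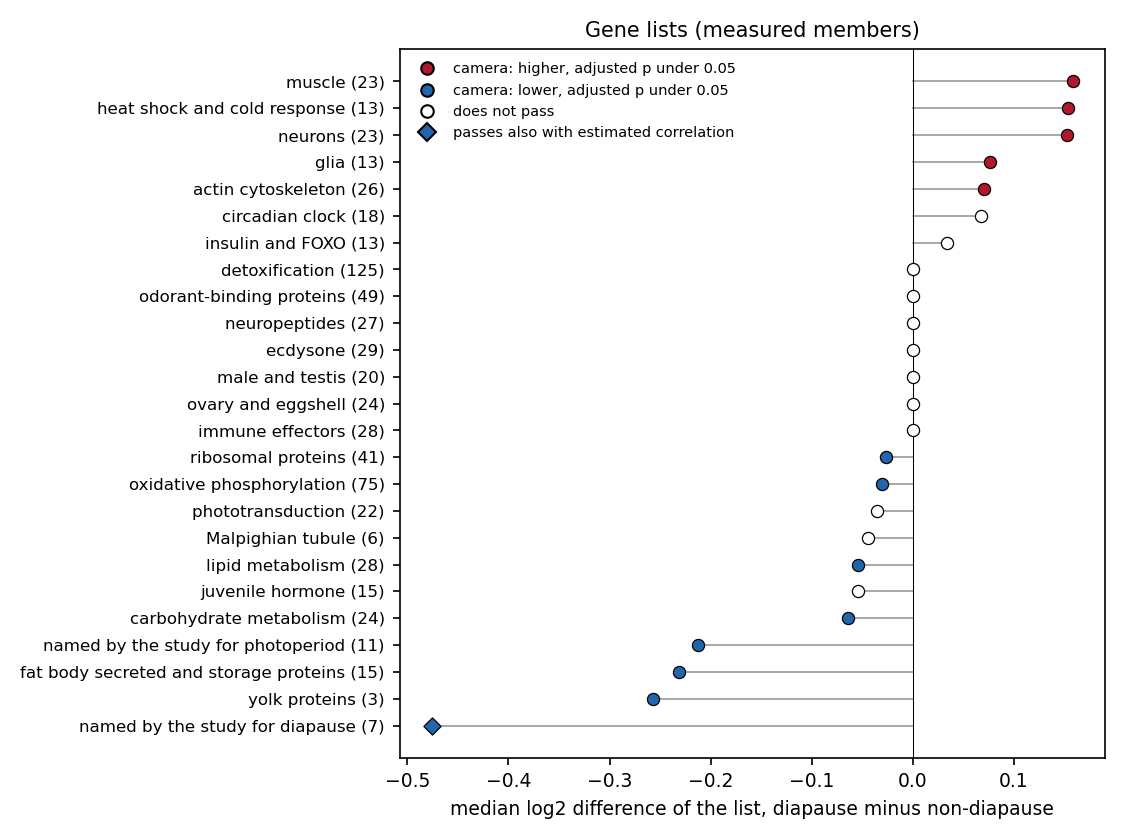
Points give the median log2 difference, diapause minus non-diapause, of 25 gene lists with their number of measured members; the digestive list, with a median of 2.02, lies outside the axis and is left out. Filled points passed camera at adjusted p under 0.05, and the diamond marks the 1 list that also passed with an estimated correlation, whose genes the study chose on these samples.

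Metabolic lists were lower in diapause heads by small amounts. Lipid metabolism genes passed as lower (17 of 28 lower, median -0.05, camera adjusted p = 0.00441; adjusted p = 0.457 with an estimated correlation), although the mean difference was 0.04, above 0. The acyltransferase gene mdy, which acts in triglyceride synthesis, was 10.55 ± 0.21 in diapause and 11.03 ± 0.16 in non-diapause heads (-0.48), and mino, Arc42 and the malic enzyme gene Men stood at -0.21, -0.33 and -0.13. Carbohydrate metabolism genes passed likewise (14 of 24 lower, median -0.06, camera adjusted p = 0.00819; adjusted p = 0.516 with an estimated correlation), with the sugar-sensing factor gene Mondo at -0.26, the gluconeogenic gene fbp at -0.41, UGP at -0.44 and the hexokinase gene Hex-C at -0.44. Lipid metabolism gave adjusted p = 0.0726 without diapause 2 and 0.0944 without non-diapause 2, and carbohydrate metabolism 0.0977 and 0.174. Nuclear genes of oxidative phosphorylation (53 of 75 lower, median -0.03, camera adjusted p = 2.01e-04; adjusted p = 0.516 with an estimated correlation) included ATPsynD, ATPsynCF6 (-0.13), ND-13B (-0.10) and ND-42 (-0.10), and gave adjusted p = 0.105 without non-diapause 2. Ribosomal protein genes (33 of 41 lower, median -0.03, camera adjusted p = 5.47e-04; adjusted p = 0.516 with an estimated correlation) differed by as little, with RpL17 at -0.12, RpS15 at -0.07, RpL40 at -0.07 and RpL29 at -0.04. They gave adjusted p = 0.102 without non-diapause 1 and 0.0944 without non-diapause 2. Over these 4 lists, 1 gene passed in limma when adjusted over its list alone, ATPsynD, and 0 over all probe sets.

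Heat shock and cold response genes passed camera as higher in diapause (10 of 13, median 0.15, adjusted p = 0.0377; adjusted p = 0.697 with an estimated correlation), and single arrays carried this list too. Its mean was 11.07 on diapause 3 and 9.06 to 9.68 on the others. On diapause 3, Hsp68 was 11.54 against a median of 7.20 elsewhere, Hsp27 11.79 against 7.14 and Hsp26 12.22 against 8.16. The cold-induced gene Fst was 2.78 on non-diapause 3 and 8.49 to 11.07 on all other arrays. Without diapause 3 the direction turned (median -0.01, adjusted p = 0.631), without non-diapause 3 it gave 0.115 and without non-diapause 2 it gave 0.155. Of its members 0 passed in limma over all probe sets or over the list alone.

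The hormonal and clock lists did not pass camera with all 8 arrays and the deposited normalization. Insulin and FOXO genes (13 measured, median 0.03, adjusted p = 0.338) included Ilp5 at -0.38 and Sdr at 0.26, and passed as higher without diapause 3 (adjusted p = 0.0353). Juvenile hormone genes (15, median -0.05, adjusted p = 0.825) included Jhe at -0.50 and Fpps at 0.17. Ecdysone genes (29, adjusted p = 0.720) had a median of 0, a mean of -0.01 and a test direction of higher. Among them, Edg91 was 3.20 ± 0.16 in diapause and 4.16 ± 0.34 in non-diapause heads (-0.97) and was the 1 member to pass in limma when adjusted over the list alone. Clock genes (18, median 0.07, adjusted p = 0.171) included vri at 0.16 and cwo at 0.08 (0.37 for its other probe set), and passed as higher after centring on array medians (adjusted p = 0.0328), which moved the median of all probe sets to -0.06. Neuropeptide precursors (27, adjusted p = 0.782), odorant-binding proteins (49, adjusted p = 0.696), immune effectors (28, adjusted p = 0.720), phototransduction genes (22, adjusted p = 0.399) and detoxification genes (125, adjusted p = 0.862) did not pass either. Leaving out 1 array gave calls in camera for phototransduction (lower without diapause 2, adjusted p = 0.00495) and in both directions for detoxification (higher without diapause 2, adjusted p = 0.0145, and lower without diapause 3, adjusted p = 0.0386). For immune effectors the median was -1.05e-04, the mean 0.13 and the test direction higher, for phototransduction -0.04, 0.02 and lower, and for detoxification 0, 0.03 and lower. Their members with the smallest p were Nplp2 (-0.12) and CCHa2 (-0.26), Obp99a and Obp99c (-0.25), dl (0.17) and LysS (-0.55), pinta (-0.27) and ninaG (-0.12), and Cyp4d20 (-0.53) and GstZ1 (-0.21). LysS was near the floor, at 2.83 in diapause and 3.39 in non-diapause heads. When adjusted over the list alone, Obp99a and pinta passed in limma.

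Markers of other organs and controls of RNA quality were compared to describe the samples. Ovary and eggshell genes (24 measured, list mean 2.25 in diapause and 2.26 in non-diapause heads, camera adjusted p = 0.696) and male and testis genes (20, 2.16 and 2.17, adjusted p = 0.813) were near the floor on all arrays, and 0 members of either list had a mean of at least 5. Centring on array medians gave the ovary list as lower (camera adjusted p = 0.0444) with a median of -0.06, which is the shift that centring gave to all probe sets and no measure of these genes. In the ovary list, exu was at -0.12 and bcd at -0.01, and in the male list Acp63F was at -0.03 and Mst98Ca at 0.01. Malpighian tubule genes (6 measured, 4 with a mean of at least 5, camera adjusted p = 0.825) included Mct1 at -0.20 and Irk3 at 0.08. The 3 prime minus 5 prime signal of the control transcripts did not separate the groups. For actin it was 5.54 ± 0.40 in diapause and 5.63 ± 0.18 in non-diapause samples, for GAPDH 2.02 ± 0.35 and 2.02 ± 0.23 and for eIF-4a 4.01 ± 0.50 and 3.77 ± 0.26. Across 5 control pairs the 2-sided exact permutation p ran from 0.371 to 1, and each was 1 after Benjamini-Hochberg adjustment.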

Values the study reported

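From these arrays the study reported 143 genes that differed with diapause state at p < 0.01. Proteolysis was the term it found enriched among genes higher in diapause, and among genes lower in diapause it listed terms for protein binding, organisation of the actin cytoskeleton and oogenesis. In its separate photoperiod arrays it reported 517 genes at p < 0.01. It gave 17 transcripts as common to both lists, among them the genes of yolk proteins, CG3829, CG10516 and Obp99a.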

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

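The test of midgut markers was set before its result was seen, and the tests of signal order, of RNA degradation, of heat response, of dilution by gut RNA and of fat body share were chosen after. Among 246 groups of 4 values examined, 17 (6.91%) held 1 array far from the other 3, where chance sets apart about 1 in 20.

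The list of digestive genes had a mean near the floor on non-diapause 3 only. A general loss of signal there would keep the order of lists within the array. Of 7 lists dimmer than this one on the other arrays (with a mean of at least 5), 7 were brighter than it on non-diapause 3. With this list near the floor of values normalized by quantiles, that count restates the pattern and does not test a general loss. Degraded RNA is argued against by the 3 prime minus 5 prime signal, which on non-diapause 3 was the highest of its group in 4 of 5 control pairs but of all 8 arrays in 0, whereas diapause 1 was the highest of all in 5 and held the digestive list at a mean of 8.16. Midgut tissue in the other 7 samples is a candidate source, since 7 detected midgut genes that are not digestive enzymes differed on non-diapause 3 by a median of -3.17, and 5 of the 7 were lower there than on each other array, with mex1 at 2.39 against a mean of 8.52 and mesh at 2.87 against 7.22, while abundant digestive transcripts such as alphaTry had a median of 14.01 on those arrays. Ssk (10.87 on non-diapause 3) and Ptx1 (6.92, against 6.65 on the lowest other array) stayed well above the floor there, so head tissue may express them too, and no group of the design sets this array apart, so that a difference between the flies themselves was not tested.

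On diapause 3 the heat shock list had a mean of 11.07, and the nearest other diapause array stood at 9.66. A general gain of signal would keep the order of lists. Of 12 lists brighter than this one on the other arrays, 6 were dimmer than it on diapause 3. That count follows from the raised mean of this list on values normalized by quantiles, so it does not test a general gain. Degraded RNA is argued against by the 3 prime minus 5 prime signal there. It was the highest of the 8 arrays in 0 of 5 control pairs and the lowest in 5. A heat or stress response of these flies stays open. The 4 measured heat-inducible genes (Hsp26, Hsp27, Hsp68, DnaJ-1) exceeded the mean of the other arrays by a median of 4.22 and 4 constitutive chaperones of the same list by 0.17, but the gap of 4.04 restates the pattern, as these genes show it, and does not test the response.

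For the lower yolk and fat body genes in diapause, dilution by gut RNA was set against the fit without non-diapause 3. There the digestive list no longer passed (camera adjusted p = 0.461), though its median was still 0.15, with 19 members higher and 11 lower. The fat body list had a median of -0.31 (camera adjusted p = 1.62e-05, though adjusted p = 0.326 with an estimated correlation). However, non-diapause 3 had the lowest fat body mean of its group, 10.71 against 10.84 to 10.91. Leaving it out thus lowers the difference of the list mean whatever the cause, and this fit does not decide on dilution. A smaller share of fat body RNA in diapause heads stays open. Of 13 fat body members with a mean of at least 5, 2 had a 95% interval that left out the list median of -0.23, apolpp (-0.19 to -0.02) and Tsf1 (-0.17 to 0.07), although Lsp2, about as bright, stood at -0.33, and other intervals were too wide to decide on 1 common shift (for NLaz -0.71 to 0.70). Lower transcription in the diapause state, the difference the design names, stays open and was not tested.

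Other arrays far from the rest of their group are given as values. The clock list had a mean of 9.49 on diapause 2 (nearest other diapause array 9.29), the heat shock list 9.06 on non-diapause 3 (9.58), the carbohydrate list 12.05 on non-diapause 3 (12.16) and the list named by the study for diapause 11.69 on non-diapause 1 (11.47). CG8560 was 8.33 on non-diapause 2 (2.82) and CG17571 11.71 on the same array (3.94). CG10472 was 8.03 on diapause 2 (10.93) and zetaTry 2.30 there (7.45). On non-diapause 1, apolpp was 15.15 (15.07), Prm 11.98 (12.40) and Fim 10.34 (10.59). On non-diapause 3, Fst was 2.78 (8.49) and dl 8.66 (8.78). Erasp was 6.19 on diapause 3 (5.84), mino 11.89 on diapause 1 (11.77) and ND-42 12.60 on diapause 4 (12.49).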

How the results depend on the processing

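All alternatives were chosen before the data were examined except the fit without diapause 3 and non-diapause 3 and that with an estimated correlation without non-diapause 3, which were chosen after. Of 1842 differences of the 104 named genes under other settings, 1833 kept their sign and their side of the adjusted threshold. Of the genes, 101 kept their sign under every setting they were run in, as filters dropped some dim ones. The genes were named mostly by p or size of difference on these arrays, and none passed in the main fit. These counts therefore say little of stability. Of 308 values of the gene lists under settings that keep or leave out arrays together, 241 kept their direction and side. The yolk, fat body, muscle and actin cytoskeleton lists and both lists named by the study passed camera whichever single array was left out, but with an estimated correlation none did except the genes named for diapause, which were chosen by p on these samples, so that their pass says nothing of stability. Near the floor the arrays give no measure of differences. Where a cause is not named, the cause was not tested.

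The replicate numbers did not pair the arrays. The correlation of deviations between arrays of the same number was -0.31, -0.66, -0.37 and -0.02. With the replicate number as a block, 112 probe sets had p under 0.01, 25 higher and 87 lower, and the smallest limma adjusted p was 0.53. In that fit camera gave adjusted p of 0.0530 for heat shock, 0.159 for glia and 0.862 for the Malpighian tubule list, the last with the opposite direction.

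Filters on dim probe sets gave camera adjusted p for glia of 0.126 (mean of at least 4), 0.116 (at least 6) and 0.119 (upper part by mean), and for ribosomal proteins 0.0501 and 0.0504 under the first pair. With limma-trend glia gave 0.0568. With a robust prior added, 8 probe sets were higher and 31 lower at p under 0.01, and none passed the adjusted threshold. This prior was not run for the lists, since camera has no such option.

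After a second quantile normalization 2 probe sets were lower at limma adjusted p under 0.05, those of ATPsynD and Nepl11, and 209 were lower at p under 0.01. Camera adjusted p was 0.0817 for lipid metabolism, 0.0661 for glia and 0.531 for ribosomal proteins. The direction turned for ovary and eggshell (0.447), odorant-binding proteins (0.823) and detoxification (0.824), none of which passed.

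Centring on array medians moved the median of all probe sets to -0.06. It gave 1 lower probe set at limma adjusted p under 0.05, that of Nepl11, and 297 lower at p under 0.01. Differences turned to -0.052 for Mst98Ca, -0.011 for Eip63E and -0.052 for TotB, each within the shift of all probe sets. List directions turned for male and testis (camera adjusted p = 0.0564), juvenile hormone (0.349), neuropeptides (0.5996), odorant-binding proteins (0.985), phototransduction (0.754) and detoxification (0.231). Ovary and eggshell genes, near the floor, passed as lower by no more than the shift of all probe sets (0.0444) and clock genes as higher (0.0328).

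Array weights gave 4 lower probe sets at limma adjusted p under 0.05 and 47 higher at p under 0.01. Camera adjusted p was 0.472 for heat shock, 0.130 for glia and 0.195 for ribosomal proteins. Directions turned for male and testis (0.808), juvenile hormone (0.836), neuropeptides (0.836), ecdysone (0.981) and immune effectors (0.793). Without diapause 3 and non-diapause 3 together, 51 probe sets were higher at p under 0.01, glia gave 0.113, detoxification passed as lower (0.000338) and insulin and FOXO as higher (0.0113). Directions turned for digestive genes (0.992), heat shock (0.528), male and testis (0.643), neuropeptides (0.0483), immune effectors (0.562) and phototransduction (0.449), of which neuropeptides passed.

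With an estimated correlation, 0 lists passed camera as higher and 1 as lower. Adjusted p was 0.121 for yolk and actin, 0.268 for fat body and muscle, 0.516 for digestive, carbohydrate, ribosomal and oxidative phosphorylation genes, 0.697 for heat shock, 0.457 for lipid metabolism, 0.782 for neurons, 0.566 for glia and 0.165 for the photoperiod list. Without non-diapause 3 as well it was 0.326 for fat body and 0.255 for yolk. With fry, which tests whether genes of a list move 1 way on balance and does not compare them with other genes, 0 lists were higher and 2 lower, those of the yolk proteins and of the genes named for diapause. Its adjusted p was 0.272 for fat body, 0.625 for digestive genes, 0.312 for muscle and lipid metabolism, 0.165 for actin, 0.749 for heat shock, 0.481 for carbohydrate metabolism and ribosomal proteins, 0.801 for neurons, 0.702 for glia, 0.455 for oxidative phosphorylation and 0.141 for the photoperiod list.

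Calls gained without 1 array were insulin and FOXO as higher without diapause 3 (camera adjusted p = 0.0353), phototransduction as lower without diapause 2 (0.00495) and detoxification as higher without diapause 2 (0.0145) and as lower without diapause 3 (0.0386). With each array left out in turn, probe sets at p under 0.01 were 20 to 47 higher and 72 to 120 lower, higher ones at limma adjusted p under 0.05 were 0 to 2, and lists passing as lower were 4 to 9. Camera adjusted p ran from 0.00449 to 0.405 for glia, 2.60e-04 to 0.0944 for lipid metabolism, 4.94e-05 to 0.174 for carbohydrate metabolism, 2.52e-05 to 0.832 for neurons, 1.67e-06 to 0.102 for ribosomal proteins, 1.93e-07 to 0.105 for oxidative phosphorylation, 1.27e-08 to 0.461 for digestive genes and 0.00355 to 0.631 for heat shock. Lists whose direction turned in at least 1 such fit were heat shock, juvenile hormone (0.463 to 0.996), neuropeptides (0.133 to 0.997), Malpighian tubule (0.503 to 0.949), ecdysone (0.213 to 0.966), odorant-binding proteins (0.112 to 0.900), detoxification (0.0145 to 0.907), immune effectors (0.197 to 0.997), male and testis (0.482 to 0.928) and phototransduction (0.00495 to 0.916). The 3 prime minus 5 prime difference ran from -0.11 to 0.17 for GAPDH, -0.21 to 0.081 for actin and -0.23 to 0.27 for a second actin control.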

Other observations

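The genes of single arrays below were chosen after their values were seen, and the splits were set before. Digestive genes did not vary as 1 block. Of the 30 measured, 13 were over 1 log2 higher on non-diapause 1 than on non-diapause 2 and 8 were over 1 log2 lower. Jon74E was 13.30 on non-diapause 1 and 6.54 on non-diapause 2, whereas lambdaTry was 4.39 and 9.90 and zetaTry 2.29 and 8.30. On the diapause arrays lambdaTry was 8.64, 3.20, 9.56 and 8.64. Across the whole array, 107 probe sets lay over 2 log2 below every other array on non-diapause 3, and none of the other 7 arrays had such a probe set. Besides the enzymes, these included MtnC (3.45 against a median of 12.49 on the others) and Muc68D (3.03 against 12.45).

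Single arrays also carried transcripts of their own. On diapause 3, 10 probe sets lay over 2 log2 above every other array, among them Hsp27, Hsp68 and a long noncoding RNA, lncRNA:alphagamma-element:CR32865, at 10.98 against a median of 6.71. On non-diapause 1 there were 4, with LManIII at 7.62 against 2.17 and CG13325 at 7.49 against 2.77. Cyp4g1 was 9.24 on diapause 4 against 6.17. Neuronal markers varied between arrays of a group, with a list mean of 8.89 on diapause 3 and 9.79 on diapause 2. The actin cytoskeleton list passed camera as higher in diapause here only at the preset correlation, with a median of 0.07 (adjusted p = 0.121 with an estimated correlation and 0.165 with fry in limma), and 0 of its 26 members passed in limma. That side is opposite to the actin term quoted from the study above, which was tested on the genes past its threshold.

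All splits of the 8 arrays into 4 and 4 were refitted, 35 in all. The count of 144 probe sets at p under 0.01 was reached in 5 splits, the real one included. It was above the median of the other splits, 54.5, but the highest other split gave 500, so chance cannot be excluded for it. At adjusted p under 0.05 the real split gave 0, a count that all 35 reach, and the highest other gave 22. The number of lists passing camera was 14, reached in 6 splits, with a median of 8 over the other splits and 16 in the highest. The split with 500 set diapause 1, diapause 3, non-diapause 1 and non-diapause 2 against the rest and the one with 22 set diapause 1, diapause 3, diapause 4 and non-diapause 2 against the rest. The first count, over 3 times the real one, may point to a structure of the samples other than the groups. The mean of the neuronal list parted the same arrays without overlap. It was 8.85 to 9.23 on the side of diapause 1 and 9.29 to 9.79 on the rest, which was seen only afterwards. The counts of 500 and 22 were the highest among 34 other splits and part the arrays differently, and no structure was tested further.

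For single lists, camera's unadjusted p was set against the smallest p of the other splits. Only the real split reached the p of the yolk proteins (5.58e-07, next 6.13e-05), the actin cytoskeleton (5.30e-06, next 1.51e-04), the genes named by the study for diapause (2.62e-15, next 4.09e-06) and those named for photoperiod (1.21e-05, next 3.10e-04), 1 of 35 each, the smallest share the splits can give. The yolk list and both lists named by the study hold genes that the study chose on these samples (Yp2 and Yp3 for yolk), so for them the splits decide nothing. For actin the share was 0.0286 taken alone and 0.236 after Benjamini-Hochberg adjustment over the 11 lists without such genes. As 0.0286 is the smallest share possible, a single list at it could not pass after adjustment. The actin list was also chosen to cover a term that the study reported from these samples, so chance is not excluded for it. For the fat body, muscle and lipid lists 3 splits gave a p as small (2.01e-06, 3.61e-09 and 0.00170, with smallest others of 1.18e-06, 1.61e-11 and 3.47e-04). For the digestive, ribosomal and oxidative phosphorylation lists it was 9 (3.01e-06, 1.89e-04 and 6.18e-05, with smallest others of 2.26e-09, 7.14e-15 and 2.51e-15), for carbohydrate metabolism 8 (0.00378, other 2.04e-06), for glia 13 (0.0203, other 2.13e-06), for neurons 19 (0.00372, other 5.34e-11) and for heat shock 26 (0.0195, other 6.94e-05). Chance cannot be excluded for these.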
